# Temporal expression profiling of long noncoding RNA and mRNA in the peripheral blood during porcine development

**DOI:** 10.5713/ajas.19.0313

**Published:** 2019-08-03

**Authors:** Yiren Gu, Rui Zhou, Long Jin, Xuan Tao, Zhijun Zhong, Xuemei Yang, Yan Liang, Yuekui Yang, Yan Wang, Xiaohui Chen, Jianjun Gong, Zhiping He, Mingzhou Li, Xuebin Lv

**Keywords:** Long Noncoding RNA, mRNA, Pig, Peripheral Blood, Immune System Development

## Abstract

**Objective:**

We investigated the temporal expression profiles of long noncoding RNA (lncRNA) and mRNA in the peripheral blood of pigs during development and identified the lncRNAs that are related to the blood-based immune system.

**Methods:**

Peripheral blood samples were obtained from the pigs at 0, 7, 28, and 180 days and 2 years of age. RNA sequencing was performed to survey the lncRNA and mRNA transcriptomes in the samples. Short time-series expression miner (STEM) was used to show temporal expression patterns in the mRNAs and lncRNAs. Gene ontology and Kyoto encyclopedia of genes and genomes analyses were performed to assess the genes’ biological relevance. To predict the functions of the identified lncRNAs, we extracted mRNAs that were nearby loci and highly correlated with the lncRNAs.

**Results:**

In total of 5,946 lncRNA and 12,354 mRNA transcripts were identified among the samples. STEM showed that most lncRNAs and mRNAs had similar temporal expression patterns during development, indicating the expressional correlation and functional relatedness between them. The five stages were divided into two classes: the suckling period and the late developmental stage. Most genes were expressed at low level during the suckling period, but at higher level during the late stages. Expression of several T-cell-related genes increased continuously during the suckling period, indicating that these genes are crucial for establishing the adaptive immune system in piglets at this stage. Notably, lncRNA *TCONS-00086451* may promote blood-based immune system development by upregulating nuclear factor of activated T-cells cytoplasmic 2 expression.

**Conclusion:**

This study provides a catalog of porcine peripheral blood-related lncRNAs and mRNAs and reveals the characteristics and temporal expression profiles of these lncRNAs and mRNAs during peripheral blood development from the newborn to adult stages in pigs.

## INTRODUCTION

A better understanding of porcine immune system development is needed because of the agricultural importance of pigs, the role of pigs as potential reservoir hosts for zoonotic diseases, and increasing awareness of the benefits of using pigs as preclinical models for human disease and therapy [1]. Previous research has reported that mammals experience a critical stage in development that extends from late gestation to weaning [2]. Piglets suffer high mortality and morbidity during this stage due to various diseases [3], likely because this stage is a critical window when the adaptive immune system is developing, and the temporary protection provided by passive immunity and pre-adaptive antibodies is being replaced [4]. Therefore, accurate knowledge of the immune system development after birth, which relies on strict regulation of gene expression profiles and their changes during development, is needed. Mammalian blood acts as a pipeline for the immune system. Assessing the abundance of transcripts in the blood offers a snapshot of the complex immune regulatory networks operating throughout the body [5]. Compared with other tissues, blood can be sampled repeatedly over time, and constitutes a key feature for monitoring the body’s immune status during development [5]. However, to our knowledge, the mRNA and long noncoding RNA (lncRNA) expression profiles in the peripheral blood of pigs during postnatal development have not been comprehensively analyzed.

The lncRNAs are a class of RNA transcripts longer than 200 nucleotides with little or no evidence of protein coding capacity [6]. Recent evidence has shown the importance of lncRNAs in regulating gene expression [7], and their roles in immune regulation have also become a research focus. lncRNAs are widely expressed in different immune cells and play various roles in immune cell development, differentiation and activation [8]. For example, the lncRNA p50-associated Cox2 extragenic RNA is involved in regulating of cyclooxygenase 2 gene expression and the nuclear factor kappa-B signaling pathway [9]. In humans, *lnc*-DC is essential for differentiating monocytes into dendritic cells [10]. Thus, lncRNA likely plays a significant role in regulating postnatal blood-based immune system development.

We hypothesized that postnatal blood development in pigs is closely associated with the changes in lncRNA and mRNA expression profiles over time. We performed RNA-sequencing (RNA-seq) analysis on peripheral blood from pigs at the age of 0 day (D0), 7 days (D7), 28 days (D28), 180 days (D180), and 2 years (Y2), which represent the newborn [11], suckling [12], weaning [12], sexual maturity [13], and adult [11] stage in pigs, respectively. These five important developmental stages represent five critical physiological periods during postnatal blood development in pigs. These time-course data are ideal for studying dynamic biological systems and identifying genes that are important in regulating blood-based immune system development. This study will contribute to a better comprehension of the immune system changes in pigs and will serve as a framework for further mechanistic studies of the roles of lncRNAs in the blood-based immune system.

## MATERIALS AND METHODS

### Animals and samples

Ten healthy female Qingyu pigs were divided into five time points (two replicates for each time point): D0 (just after birth), D7 (7 days old), D28 (28 days old), D180 (180 days old), and Y2 (2 years old). Peripheral blood samples were collected from each pig, immediately immersed into liquid nitrogen, and stored at −80°C until subsequent RNA isolation.

The Institutional Animal Care and Use Committee of the College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China, approved all animals and samples used in this study under permit No. DKY-S20174215.

### RNA isolation, library construction, and sequencing

Total RNA was extracted using TRIzol reagent (Life Technologies, Beijing, China) following the manufacturer’s instructions. RNA-seq complementary DNA (cDNA) libraries were generated with total RNA using the Ribo-Zero kit (Epicentre). RNA was sequenced per the manufacturer’s standard procedures. High-quality strand-specific libraries were sequenced on Illumina’s HiSeq X Ten platform. Collectively, all porcine RNA-seq data constituted more than 100 Gb of high-quality data, of which, the quality of 90% of the bases was ≥Q30 (Table 1). The data underlying this study were deposited into the National Center for Biotechnology Information’s Gene Expression Omnibus series, under accession number GSE123923.

### Messenger RNA expression analysis

Sequence reads were aligned to the pig reference genome (*Sus scrofa* 11.1 from Ensemble) using Hisat2 (v2.0.4). Stringtie (v.1.3.3) was applied to quantify mRNA expression and obtain fragments per kilobase per million mapped reads (FPKM). We considered a mRNA to be expressed if it had an expression value greater than 0.5 FPKM (FPKM >0.5) in at least one sample. Differentially expressed (DE) mRNAs between adjacent time points within the suckling period and the late phase of development were tested (D0 vs D7, D7 vs D28, and D180 vs Y2). We used an adjusted p value of ≤0.05 and |log_2_ (fold change)| ≥1.5 as the cut-offs for statistical significance.

### LncRNA identification and expression analysis

To identify lncRNA, Stringtie (v.2.2.1) was used to assemble the mapped reads of each sample. Cuffmerge (part of Cufflinks v2.2.1) was used to merge the assembled transcripts. The transcripts that were annotated in the reference (marked by ‘c’ for partial matches and ‘=’ for full matches) were removed using Coffcompare (part of Cufflinks, v.2.2.1). Next, transcripts longer than 200 nt were retained to predict coding potential using a previously described approach [14]. We considered a lncRNA transcript to be expressed if it had an expression value greater than 0.1 FPKM (FPKM >0.1) in at least one sample. Supplementary Figure S1 shows the lncRNA identification steps. We merged the reference annotated gtf file and the lncRNA gtf file, which was extracted from previous steps as a new reference annotated gtf file. DE lncRNAs between adjacent time points within the suckling period and the late developmental phase were tested (D0 vs D7, D7 vs D28, and D180 vs Y2) using Cuffquant and Cuffdiff. We used an adjusted p value of ≤0.05 and |log_2_ (fold change)| ≥1.5 as cut-offs for statistical significance.

### Short time-series expression miner analysis

The short time-series expression miner (STEM) [15] clustering algorithm was performed to identify temporal gene expression profiles during blood development. Significantly enriched model profiles are indicated by different colors (Benjamini-adjusted p value<0.05).

### Functional enrichment analysis

We identified highly associated mRNAs for lncRNAs to predict their function. First, we collected nearby mRNAs within 100 kb upstream and downstream of the lncRNAs. Next, Hmisc was used to calculate Pearson correlations between the lncRNAs and the protein-coding genes. Highly correlated protein-coding genes (|r|>0.95 and p<0.05) were extracted. These protein-coding genes were defined as potentially highly related genes with similar structure or function to the lncRNAs.

The DE protein-coding genes and the highly associated genes for the lncRNAs were categorized into functional classes using the gene ontology (GO) terms and the Kyoto encyclopedia of genes and genomes (KEGG) pathways, respectively, using the DAVID webserver [16]. Only terms with Benjamini-adjusted p value≤0.05 were considered significant.

### Quantitative real-time polymerase chain reaction validation

Primers for five DE genes and internal control genes (Supplementary Table S1) were designed using Primer Premier 5.0 software with the optimal polymerase chain reaction validation (PCR) product length set between 100 and 300 bp and checked with Primer-BLAST (http://www.ncbi.nlm.nih.gov/tools/primer-blast/), then synthesized by BGI-Shenzhen (BGI-Shenzhen Co., Shenzhen, China). Following the manufacturer’s protocol, cDNA was synthesized using a PrimeScript 1st Strand cDNA Synthesis kit (Takara Biotechnology Co., Dalian, China). Quantitative real-time PCR (qRT-PCR) was performed as per the SYBR Premix Ex Taq II instructions (Takara Biotechnology Co., China) using a CFX96 real-time PCR detection system (Bio-Rad Co., Hercules, CA, USA).

The qRT-PCR measurements were performed with two replicates sample. The DE gene expression levels were normalized to β-actin. Relative gene expression levels were calculated by the 2^−ΔΔCt^ method, and data were expressed as the least square mean±standard error of the mean.

## RESULTS

### Sequencing results and quality control

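Peripheral blood RNA from 10 female Qingyu pigs was depleted of ribosomal RNA and sequenced as strand-specific libraries, with 1 library per pig and 2 pigs at each of 5 ages. The ages were 0 days (D0), 7 days (D7), 28 days (D28), 180 days (D180) and 2 years (Y2), and every library came from a different pig, so that no pig was followed over time. The authors aligned the reads with Hisat2 to the pig genome Sscrofa11.1, quantified mRNAs with StringTie and quantified lncRNAs assembled from the same reads with the Cufflinks programs. They deposited both as FPKM, the fragments of a transcript divided by its length and by the mapped reads of its own library. A change in a few very abundant RNAs therefore moves the FPKM of all the others. The mRNA table listed 12354 Ensembl gene identifiers without symbols, and the lncRNA table listed 5946 transcripts with their positions. FPKM are not counts, and the low values showed no steps of whole reads, so the number of reads behind a value is unknown. Values were compared on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. The values of each age are given as the mean ± SD of 2 pigs, and a two-sided permutation test of 2 pigs against 2 cannot give a p-value below 0.333. Differences between ages were therefore tested with limma, which shares the spread between pigs across genes and across the 5 ages. Gene symbols were taken from the 255 pairs of identifiers and symbols in Tables S2 and S4, of which 249 were in the mRNA table. Some of these symbols are those of noncoding RNAs, such as U6 and SNORD23. All rows of that table are called mRNAs here, as in the paper.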

To investigate the dynamic expression changes in lncRNAs and mRNAs in porcine peripheral blood during development, we performed high-throughput sequencing to survey the lncRNA and mRNA transcriptomes using porcine peripheral blood samples at five developmental time points (0, 7, 28, and 180 days and 2 years of age). Ten cDNA libraries were constructed and sequenced using the Illumina HiSeq X Ten platform and 150-bp paired-end reads were generated. A total of 857,831,714 raw reads were generated in all ten libraries (Table 1). 

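For the 2 pigs of each age, Table 1 lists 80500754 and 86494186 clean reads at D0, 80673656 and 81965386 at D7, and 83557454 and 86577838 at D28. The D180 libraries had 81707884 and 84273212 clean reads, and the Y2 libraries had 80461134 and 84869688. The median of the 10 libraries was 82761420 clean reads. The mean of the D180 libraries was 0.994 times that of the D0 libraries.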

After discarding adaptor sequences and low-quality reads, we obtained 831,081,192 clean reads. The percentage of clean reads in each library ranged from 95.80% to 97.59%. Using Hisat2, approximately 94.56% to 97.84% of the clean reads in each library could be mapped to the pig genome (*Sus scrofa* 11.1).

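The share of mapped reads was 97.7% ± 0.247 (SD, n = 2) at D0, 97.2% ± 0.431 at D7 and 96.9% ± 0.311 at D28. At D180 it was 94.8% ± 0.304 and at Y2 95.9% ± 0.0495, and both D180 libraries lay below all the other libraries.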

### Messenger RNA and lncRNA expression profiles in porcine peripheral blood

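Every row of the mRNA table exceeded 0.5 FPKM in at least 1 library, the lowest row maximum being 0.5005 FPKM, and every row of the lncRNA table exceeded 0.1 FPKM, the lowest row maximum being 0.101 FPKM. In single libraries, between 7783 mRNAs (the first D0 pig) and 11887 mRNAs (the second D180 pig) passed the limit. Between 2137 and 4656 lncRNAs passed theirs, in the same pair of libraries.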

From the samples, 12,354 mRNA transcripts were expressed (FPKM >0.5 in at least one sample), and 5,946 lncRNA transcripts were substantially expressed (FPKM >0.1 in at least one sample). The lncRNAs shared similar features, such as relatively low exon numbers, low expression levels, short lengths, and low coding potentials, with previously reported vertebrate lncRNAs [14] (Supplementary Figure S2). 

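The mean FPKM over the 10 libraries had a median of 0.260 over the lncRNAs and 2.56 over the mRNAs. It was under 1 for 89.6% of the lncRNAs and 25.6% of the mRNAs. From the first to the last listed position, the lncRNAs spanned a median of 857.5 nt, introns included. A span under 200 nt was listed for 1233 lncRNAs (20.7%), although the listed positions can leave out an exon, as at the 1 lncRNA whose exons are given in Table S5. Of the lncRNAs, 3244 were on the plus strand and 2702 on the minus strand. Exon numbers and coding potentials were not analysed here.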

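Per library, 7848.5 ± 92.6 mRNAs (SD, n = 2) exceeded 0.5 FPKM at D0, 8377.5 ± 187 at D7, 9917 ± 134 at D28, 11854 ± 46.7 at D180 and 10911.5 ± 27.6 at Y2. For lncRNAs above 0.1 FPKM, the numbers were 2210.5 ± 104 at D0, 2931.5 ± 111 at D7, 3517 ± 82.0 at D28, 4641 ± 21.2 at D180 and 4261.5 ± 13.4 at Y2. The steps between adjacent ages were larger than the SD of the 2 pigs in both tables. The median mRNA rose from 0.848 ± 0.0236 FPKM at D0 to 5.51 ± 0.175 FPKM at D180. Over the same ages, the 10 mRNAs with the highest mean FPKM fell from 89.3% ± 0.637 to 68.2% ± 0.0590 of the summed mRNA FPKM. An age was then counted as expressing an mRNA when at least 1 of its 2 pigs passed the limit. By this rule 8178, 8742, 10244, 12117 and 11209 mRNAs were expressed at D0, D7, D28, D180 and Y2. After each library was divided by its median-of-ratios factor, which ranged from 0.437 to 3.03, the numbers were 10203, 10280, 10270, 10292 and 10264. This scaling assumes that most mRNAs do not change and levels the median by construction, so near-equal numbers follow from it. When the 10 mRNAs with the highest mean were removed instead and the rest of each library was rescaled to one total, the numbers were 8690, 9689, 10389, 11231 and 11036, with the highest again at D180.

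**Figure D1:**
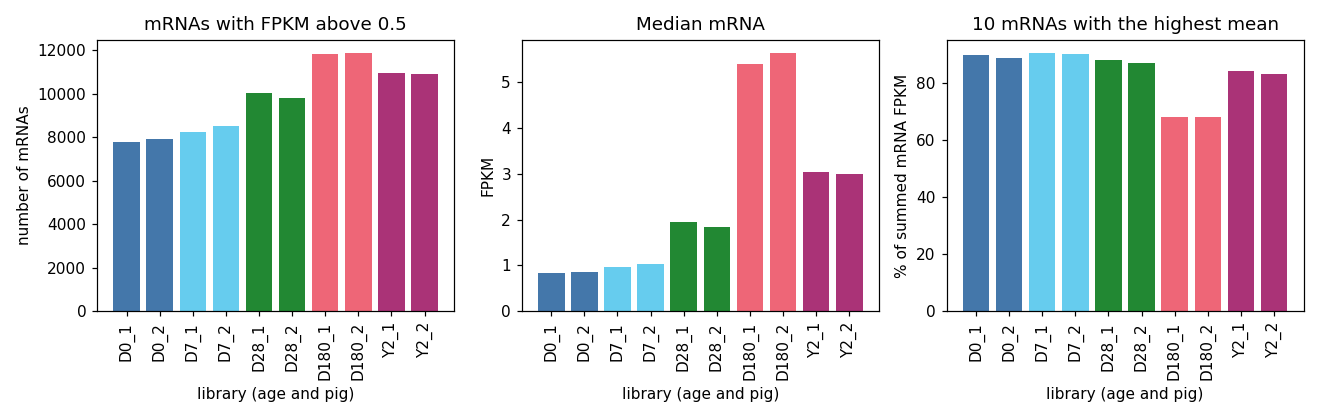
Each bar is 1 library, named by age and pig and coloured by age. The left panel gives the number of mRNAs above 0.5 FPKM, the middle panel the median mRNA in FPKM, and the right panel the share of the summed mRNA FPKM held by the 10 mRNAs with the highest mean, in percent. The D180 libraries have the highest median, 5.39 and 5.64 FPKM, and the lowest share, 68.2% and 68.1%.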

Further analysis revealed that the number of expressed genes peaked at 180 days among the five time points. In detail, approximately 52% of the mRNA transcripts encoded in the genome and approximately 71% of the lncRNA transcripts encoded in our catalog were expressed at 180 days (Figure 1A, B). 

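At D180, 98.1% of the mRNA table passed the limit in at least 1 pig and 11591 mRNAs (93.8%) in both pigs. For lncRNAs, 5068 (85.2% of the lncRNA table) passed in at least 1 pig and 4214 (70.9%) in both. With a limit of 1 FPKM for lncRNAs, 2206 (37.1%) were expressed at D180 and 212 (3.57%) at D0. With the median-of-ratios scaling, 4502 lncRNAs were expressed at D180 and 4500 at Y2, and with the 10 highest mRNAs removed 4839 and 4784.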

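The number of transcripts expressed at every age depended on how the 2 pigs of an age were combined. When 1 pig above the limit was enough, 7677 mRNAs (62.1% of the table) and 1852 lncRNAs (31.1%) were expressed at all 5 ages. When both pigs had to pass, the numbers were 6999 mRNAs (56.7%) and 922 lncRNAs (15.5%). A limit of 1 FPKM left 5444 mRNAs and 65 lncRNAs, the largest change in both tables. Median-of-ratios scaling gave 9054 mRNAs and 2493 lncRNAs, and the removal of the 10 highest mRNAs 8249 and 2088.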

Comparing the expressed transcripts in every stage revealed a core group of 7,677 mRNA transcripts and 922 lncRNA transcripts in all five stages (Figure 1C, D). These genes may include the minimal set of genes required for the basic function for the pig blood. KEGG pathway and GO term annotations indicated that these mRNAs were mainly enriched in categories related to cellular component, immune response, genetic information processing, process of metabolism, and diseases (Benjamini-corrected p<0.05; Figure 2A). To investigate the possible functions of these lncRNAs, we searched for mRNAs 100 kb upstream and downstream of these lncRNAs. 

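Neighbours were counted with the RefSeq genes of the same build, Sscrofa11.1, which lists 20663 protein-coding genes. Within 100 kb of the 922 lncRNAs that passed the limit in both pigs of all 5 ages lay 2646 protein-coding genes, and 889 of these lncRNAs had at least 1 such neighbour. For the 1852 lncRNAs that passed in at least 1 pig of each age there were 4866. Over all listed lncRNAs, 5411 had a protein-coding gene within 100 kb, and 9721 genes were neighbours of a lncRNA.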

Nine hundred twenty-two lncRNAs were transcribed near 2,773 protein-coding neighbors (100 kb up- and downstream). Functional analysis showed that these lncRNAs were associated with regulating of cellular components, oxidative phosphorylation, and poly (A) RNA binding (Figure 2B). Several functions were commonly enriched for both universally expressed mRNAs and lncRNAs in all five time points, such as protein folding, nucleus, cytoplasm, ATP binding, poly(A) RNA binding and endocytosis. This suggested that maintaining of basic bood functions required co-regulation of mRNAs and lncRNAs, and lncRNAs may regulate mRNAs with similar biological functions [14].

We performed principal component analysis (PCA) based on mRNAs or lncRNAs from our catalog. 

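On centred log2(FPKM + 1) values of the mRNAs, the first principal component held 85.7% of the variance and the second 5.63%. On the first component the libraries lay at -86.3 and -82.7 (D0), -69.9 and -64.0 (D7), -9.52 and -12.6 (D28), 114.0 and 119.1 (D180) and 46.7 and 45.3 (Y2). The 2 pigs of an age were closer to each other than to any pig of another age. The second component set the D28 libraries apart, at -35.5 and -33.9. With each library left out in turn, the first component held between 82.3% and 88.1%. It held 59.5% after median-of-ratios scaling.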

The results showed that the samples could be separated by developmental stage and grouped into two classes: i) samples from the suckling period (D0, D7, and D28) and ii) samples from the late development stages (D180 and 2Y) (Figure 3A). 

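For the lncRNAs, the first component held 60.7% of the variance and the second 9.83%. The libraries lay at -28.8 and -26.5 (D0), -20.1 and -18.3 (D7), -10.5 and -10.6 (D28), 43.8 and 45.9 (D180) and 12.6 and 12.4 (Y2), in the same order as for the mRNAs. On the second component the 2 D180 pigs lay at 17.8 and 0.951. The first component held 34.3% with median-of-ratios scaling.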

The PCA based on lncRNA expression replicated all of the aforementioned features (Figure 3B), suggesting that lncRNA expression patterns were very similar overall to those of mRNA. The different expression patterns could also be measured by hierarchical clustering analysis (Figure 3C, D). These results showed that the gene expression levels were highly correlated between biological replicates and confirmed that our experiment had good reliability. 

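Average linkage on 1 minus Pearson's r, cut into 2 clusters, put the 4 libraries of D180 and Y2 together for mRNAs and for lncRNAs. With log2(FPKM + 0.1), the mRNA cluster of D180 held 6 libraries because D28 joined it. With Euclidean distances and complete linkage it held 2, those of D180 alone. The lncRNA cluster held 4 in both of these alternatives. Cut into 3 clusters, the mRNA libraries of D0 and D7 were together and D28 was on its own, while the lncRNA libraries of D7 and D28 were together and D0 was on its own.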

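Pearson's r of log2(FPKM + 1) between the 2 pigs of an age was 0.994 at D0, 0.993 at D7, 0.988 at D28, 0.990 at D180 and 0.981 at Y2 for mRNAs. The mean of these was 0.989 ± 0.00489 (SD, n = 5 ages), against a mean of 0.903 for pigs of different ages, where r ranged from 0.808 to 0.967. For lncRNAs the mean within an age was 0.781 ± 0.0298, from 0.757 at D28 to 0.831 at D180. It was 0.580 between ages, where the highest value, 0.770, exceeded the r within D0, D7 and D28. These correlations are across genes, which are not independent replicates.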

Overall, we produced a comprehensive catalog of lncRNAs and mRNAs in the peripheral blood of pigs, which can serve as a foundation for understanding coding and noncoding RNA functions in porcine peripheral blood during development.

### Temporal gene expression patterns of mRNA and lncRNA

To illustrate the dynamic gene expression pattern during blood development, we normalized the sequencing data to D0 and determined the temporal expression profiling of lncRNAs and mRNAs using STEM. Six temporal mRNA profiles were statistically significant within the 50 model profiles (Figure 4A). 

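STEM was not run here. Its assignment was rebuilt from the age means of log2(FPKM + 1) minus D0, with 50 model profiles of at most 2 units per step, and genes without a change of at least 1 at some age were left out. Of the 12354 mRNAs, 9658 passed this filter. The number of mRNAs assigned to a model was compared with the mean number over the 120 orders of the 5 ages. By a binomial test, there were 4 mRNA models past a Bonferroni-adjusted p of 0.05, holding 6838, 1052, 362 and 132 mRNAs. The test treats the mRNAs as independent, but they share the same libraries, so its p overstates the evidence. On 12000 simulated genes drawn from the models, 99.7% were assigned to the model they came from.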

Genes in profiles 39, 29, and 43 were gradually increased from D0 to D180, but slightly decreased after D180. 

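The model with 6838 mRNAs stood at 0, 1, 1, 3 and 2 units at D0, D7, D28, D180 and Y2. The number expected over the orders of the ages was 249. All models that rose to D180 and then fell, 4 in number, held 7215 mRNAs (58.4% of the table) together. The model at 0, 1, 3, 3 and 2 units held 362 mRNAs, against 158 expected.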

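The second largest mRNA model stood at 0, -1, 0, 2 and 2 units at D0, D7, D28, D180 and Y2 and held 1052 mRNAs (8.52% of the table), against 113 expected. A model at 0, -1, 1, 1 and 1 units held 132 mRNAs, against 39.7 expected.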

Genes in profiles 14, 18, and 23 showed expression patterns involving an initial drop, then a rise. Notably, profile 39 was the largest, containing approximately 60% of all mRNAs. 

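The largest model held 55.4% of all listed mRNAs and 70.8% of the 9658 with a change of at least 1. Without that filter it held 7687 mRNAs. Pigs numbered 1 alone gave 6088 mRNAs and pigs numbered 2 alone 6847, and leaving out each pig in turn gave between 6560 and 6959. With the 10 highest mRNAs removed and the rest rescaled to one total, 1995 mRNAs were in the model, and with median-of-ratios scaling 38. The latter scaling takes out a rise shared by most mRNAs, whether or not that rise is real.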

Combining gene number and significance level, we selected genes from profile 39 to perform functional enrichment analyses. The results showed that these genes were associated with cellular components, protein processing, lysosomes, and metabolic pathways. 

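The mRNAs of the largest model had a median of 1.48 FPKM over the 6 libraries of D0, D7 and D28 and of 5.39 FPKM over the 4 libraries of D180 and Y2. All 4 late libraries were above all 6 suckling libraries for 90.7% of these mRNAs. Chance gives 0.476%, although the mRNAs were chosen for this course. With median-of-ratios scaling this share was 11.2%.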

Additionally, genes in profile 39 were expressed at low levels during D0 to D28 stage, but at higher level during D180 to Y2. Therefore, we determined the functions of the genes with the greatest expression level variations between the two developmental periods. For this, we calculated the fold change in expression levels of 7,743 mRNAs between the two stages and used mRNAs with a fold change in the top 20% to perform functional enrichment analysis. 

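The ratio of the mean FPKM of the 4 late libraries to that of the 6 suckling libraries had a median of 3.74 over the 6838 mRNAs of the model, with 10th and 90th percentiles of 2.83 and 5.42. The top 20% were the 1368 mRNAs with a ratio above 4.61. Over all listed mRNAs the median ratio was 3.49. With median-of-ratios scaling the median over the model was 1.09. The enrichment of functional categories was not analysed here.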

The significantly enriched functional categories for this set were mainly associated with regulating transcription, immune function, and apoptotic processes (Figure 4C). These may be the major biological processes that were altered during the two developmental stages in peripheral blood. Among genes related to humoral immune response, membrane spanning 4-domains A1 (also termed *CD20*) (log_2_ [fold change] = 3.4, p = 1.11E^−04^) was highly expressed at 180 days and 2 years and was one of the first B-cell differentiation antigens identified. *CD20* deficiency has been reported to cause a novel type of humoral immunodeficiency [17]. Among genes related to the B-cell-receptor signaling pathway, B cell linker (*BLNK*) (log_2_[fold change] = 2.6, p = 5.19E^−06^), was highly expressed at 180 days and 2 years. Previous studies showed that the BLNK adaptor protein has a direct and nonredundant role in pre-BII-cell differentiation and immunoglobulin (Ig) light chain gene rearrangements in humans [18].

Additionally, we found three statistically significant lncRNA temporal profiles were within the 50 model profiles (Figure 4B). 

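For lncRNAs, 1655 of 5946 passed the filter of a change of at least 1. Of the 50 models, 3 held more lncRNAs than expected past a Bonferroni-adjusted p of 0.05 by the same binomial test, with the same limit.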

Expression of lncRNAs in clusters 39 and 29 gradually increased from D0 to D180 and slightly decreased after D180. lncRNAs in cluster 14 showed downregulated expression from D0 to D7 and upregulated expression from D7 to 2Y. 

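The largest lncRNA model was that of the mRNAs, at 0, 1, 1, 3 and 2 units, and held 1244 lncRNAs (20.9% of the table and 75.2% of those past the filter), against 49.3 expected. The model at 0, -1, 0, 2 and 2 units held 43 lncRNAs, against 16.4 expected. The third model past the limit fell, at 0, 0, 0, -2 and -1 units, and held 15 lncRNAs, against 3.34 expected. Without the filter the largest model held 2550 lncRNAs, with median-of-ratios scaling 13, with the 10 highest mRNAs removed 380, and with each pig left out in turn between 1189 and 1317.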

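The same model profile was the largest for mRNAs and for lncRNAs with a change of at least 1. The highest mean FPKM was at D180 for 11162 mRNAs (90.4%) and 4031 lncRNAs (67.8%), and at Y2 for 426 mRNAs (3.45%) and 833 lncRNAs (14.0%). With median-of-ratios scaling it was at D180 for 17.0% of the mRNAs and at D0 for 28.4%.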

Surprisingly, most lncRNAs and mRNAs showed the same temporal expression patterns, implying that their expression patterns were highly correlated during development. This may indicate functional relatedness or a regulatory relationship between them. 

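The 6838 mRNAs and 1244 lncRNAs of the largest model formed 8506472 pairs, of which 57.9% had |r| above 0.95 over the 10 libraries on the FPKM scale. The share was 41.2% on the log2(FPKM + 1) scale and 30.3% with Spearman's rho. Over the 6 libraries of the suckling period it was 11.4%, and with the 2 libraries farthest from the median of the lncRNA left out it was 22.1%. With the age means subtracted, 2.16% of the pairs passed. With median-of-ratios scaling the share was 0.107%, the smallest of these values. That scaling takes out a rise shared by most rows, whether or not it is real. Pairs share genes, so they are not independent. From the shared temporal patterns, the paper proposes that lncRNAs and mRNAs may be functionally related.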

To test this hypothesis, we calculated Pearson correlations between 7,743 mRNAs and 1,090 lncRNAs in profile 39, and approximately 63% of the lncRNA-mRNA pairs were highly correlated (|r|>0.95, p<0.05). 

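Table S2 lists 199 pairs of 197 lncRNAs and 188 mRNAs, all at a distance of 0, and all were in the tables. The r recomputed over the 10 libraries had a median of 0.978 and a range from 0.851 to 0.997. It was above 0.95 for 178 pairs. Over the 6 suckling libraries 34 pairs were above 0.95, and with median-of-ratios scaling 4. Pairs within 100 kb were not counted here, because the mRNA table gives no positions.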

Among these highly correlated pairs, 614 were situated within 100 kb of each other, among which, 199 pairs actually overlapped (Supplementary Table S2). We identified three mRNAs associated with the T-cell-receptor signaling pathway, and the corresponding lncRNA-mRNA pairs were *TCONS_00050879-PAK2* (|r| = 0.97, p = 2.47E^−06^), *TCONS_00175878-TEC* (|r| = 0.98, p = 1.40E^−06^), and *TCONS_00015647-Sos2* (|r| = 0.97, p = 2.14E^−06^) (Figure 4D). 

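PAK2 (ENSSSCG00000011843) lies on chromosome 13 from 133276122 to 133383506 in RefSeq on Sscrofa11.1, and TCONS_00050879, from 133289928 to 133290197 on the minus strand, lies within it. PAK2 had 3.88 ± 0.0878 FPKM (SD, n = 2) at D0 and 40.3 ± 0.993 at D180, and the lncRNA 0.395 ± 0.0433 and 4.07 ± 0.623. Their Pearson's r over the 10 libraries was 0.987 (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 5e-05 over 5 pairs) and Spearman's rho 0.988 (permutation p = 2e-05). Over the 6 suckling libraries r was 0.917 (exact permutation p = 0.00278, adjusted 0.0139). TEC (ENSSSCG00000008820) lies on chromosome 8 from 38051053 to 38182259, with TCONS_00175878 inside it from 38165177 to 38169150. TEC had 1.01 ± 0.0676 FPKM at D0 and 10.2 ± 0.0233 at D180, and its lncRNA 0.0673 ± 0.0289 and 2.04 ± 0.0897. Here r was 0.992 (permutation p = 0.00025, adjusted p = 0.000312) and rho 0.842 (permutation p = 0.00371), but within the suckling period r was 0.447 (exact permutation p = 0.369). SOS2 (ENSSSCG00000005015) lies on chromosome 1 from 179907578 to 180014941 in RefSeq. TCONS_00015647, from 180068926 to 180069136, lies outside that span although Table S2 gives a distance of 0. The paper used Ensembl, whose span of SOS2 may be longer and was not compared here. SOS2 had 2.94 ± 0.112 FPKM at D0 and 20.6 ± 1.98 at D180, and its lncRNA 0.199 ± 0.0981 and 2.22 ± 0.336. The r of this pair was 0.970 (permutation p = 0.00017, adjusted p = 0.000283) and rho 0.964 (permutation p = 8e-05), and within the suckling period r was 0.758 (exact permutation p = 0.0792). With the 2 libraries farthest from the median of the lncRNA left out, which were those of D180 for each pair, r was 0.975, 0.982 and 0.903 for PAK2, TEC and SOS2. With median-of-ratios scaling r was 0.759, 0.902 and 0.312. The late period has 4 libraries, too few for an r of its own. The permutations exchanged libraries of different ages, so their p-values test only against no shared course over the ages. The lncRNAs of PAK2 and TEC lie inside the genes, and the strands of the genes were not compared, so shared reads cannot be excluded. Of the non-partners among the lncRNAs and mRNAs of Table S2, 79.2% also had an r above 0.95.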

Some researchers demonstrated that in primary T-cells, dominant-negative p21-activated kinase (*PAK2*) prevented anti-CD3/CD28-induced interleukin 2 (IL-2) production and T cell antigen receptor (TCR)-induced CD40 ligand expression, both of which are key functions of activated T-cells [19]. Tec protein tyrosine kinase (TEC) mediated signals negatively regulate *CD25* expression induced by TCR cross-linking, implying that this protein tyrosine kinase (*PTK*) plays a role in attenuating of IL-2 activity in human T lymphocytes [20]. Baltanas et al [21] demonstrated functional redundancy between stroke outcomes study 1 (*Sos1*) and stroke outcomes study 2 (*Sos2*) for organismal homeostasis and survival and for T and B lymphocytes development and maturation. These lncRNAs may regulate the expression of corresponding mRNAs or share regulatory regions within their gene loci that coordinate their expression.

### Functional enrichment analysis of differentially expressed mRNA and lncRNA

As shown in the hierarchical clustering and STEM analysis, the five time points were grouped into two stages (the suckling period and the late phase of development). To better understand the changes in biological processes between adjacent time points within each stage, we first identified the DE genes (|log_2_ [fold change]|≥1.5, p<0.05) between adjacent time points (D0 vs D7 and D7 vs D28) in the suckling period (Figure 5A). At D0 to D7, 1,932 and 234 DE mRNAs were upregulated and downregulated, respectively. These upregulated genes were mainly enriched in categories associated with protein binding, cellular components, signal transduction, and immune response. 

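limma on log2(FPKM + 1), with an adjusted p of at most 0.05 and a log2 fold change of at least 1.5 either way, called 56 mRNAs higher and 55 lower at D7 than at D0 among 12354 tested. By the adjusted p alone, 2284 were higher and 1101 lower. Both D7 pigs were above both D0 pigs for 44.2% of the mRNAs and below for 22.1%, where chance gives 16.7% each way. The alternative that moved these numbers most, the same fold change limit on the ratio of the mean FPKM, called 362 higher and 164 lower. With a pseudocount of 0.1 in place of 1, 276 were higher and 139 lower. With median-of-ratios scaling, 71 were higher and 116 lower, so that the share of higher calls was 38.0% in place of 50.5%. Removing the 10 highest mRNAs moved the share the other way, to 79.5%, with 120 higher and 31 lower.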

The downregulated mRNAs were only enriched in two processes related to extracellular exosomes and collagen trimers (Figure 5B). 

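From D7 to D28, limma called 249 mRNAs higher by the same limits, and 8068 by the adjusted p alone. Both D28 pigs were above both D7 pigs for 77.2% of the mRNAs. The median log2 change of all mRNAs over this step was 0.46, 0.02 after median-of-ratios scaling and 0.26 with the 10 highest mRNAs removed. With median-of-ratios scaling 58 mRNAs were called higher, and with a pseudocount of 0.1 the number was 1269.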

At D7 to D28, 1,260 DE mRNAs were upregulated, which were involved in processes related to protein binding, cellular components, immune response, and autoimmune and immunodeficiency diseases. In contrast, 322 DE mRNAs were downregulated, which were mainly enriched in categories related to inflammatory response and neutrophil chemotaxis (Figure 5C). 

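In the same comparison 47 mRNAs were lower by limma, and 729 by the adjusted p alone. With median-of-ratios scaling 225 were lower, and the share of higher among all calls of this step was 20.5% in place of 84.1%. With the 10 highest mRNAs removed and the rest rescaled, 118 were higher and 94 lower, a share of 55.7%. The genes of the inflammatory and chemotaxis categories were not analysed here.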

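By limma, 12 mRNAs were higher and 1 was lower at both steps of the suckling period. The 1 that was lower, ENSSSCG00000006590, is named here after its values were seen. It had 67.6 ± 4.05 FPKM (SD, n = 2) at D0, 17.6 ± 0.420 at D7 and 3.41 ± 0.821 at D28. With a pseudocount of 0.1 the numbers were 34 and 2, with the fold change limit on the ratio of the mean FPKM 42 and 5, with median-of-ratios scaling 1 and 5, and with the 10 highest mRNAs removed 9 and 1.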

Venn diagram analysis showed that 263 and 47 mRNAs were simultaneously upregulated and downregulated at D0 to D7 and D7 to D28 stages, respectively. (Figure 6A, B). Surprisingly, these continuously upregulated genes were enriched in many immune-related processes (Supplementary Table S3), especially those associated with T-cells, such as T-cell costimulation, adaptive immune response, the T-cell-receptor signaling pathway, the T-cell-receptor complex, and MHC class II protein complex and antigen processing. This suggests that the genes in these processes (e.g., RAS guanyl releasing protein 1, nuclear factor of activated T-cells cytoplasmic 2 [*NFATC2*], *CD5*, and *CD6*; Figure 6C) are crucial to developing a healthy blood-based immune system during lactation. 

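Of the genes named here and in Fig. 6C, NFATC2 and SLA-DQB1 could be found in the mRNA table through the identifiers of Tables S2 and S4. NFATC2 (ENSSSCG00000007477) had 0.693 ± 0.127 FPKM (SD, n = 2) at D0, 2.21 ± 0.0976 at D7 and 10.1 ± 0.413 at D28. Its log2 fold change was 0.93 (standard error 0.0758, adjusted p = 5.28e-05 from limma) at D0 to D7 and 1.78 (standard error 0.0758, adjusted p = 1.25e-06 from limma) at D7 to D28. The first of these was under the fold change limit of 1.5 on the log2(FPKM + 1) scale, and the log2 ratio of the mean FPKM was 1.68. SLA-DQB1 (ENSSSCG00000001457) lies on chromosome 7 from 24969034 to 24977238 in RefSeq and belongs to a family of similar MHC class II genes that can share reads. It had 3.47 ± 0.0284 FPKM at D0, 10.9 ± 0.396 at D7 and 44.8 ± 0.718 at D28, with log2 fold changes of 1.42 (standard error 0.0709, adjusted p = 5.5e-06 from limma) and 1.94 (standard error 0.0709, adjusted p = 6.13e-07 from limma). With median-of-ratios scaling the log2 fold changes at the 2 steps were 1.05 and 1.09 for NFATC2 and 1.33 and 1.07 for SLA-DQB1. With the 10 highest mRNAs removed they were 1.21 and 1.48 for NFATC2 and 1.72 and 1.53 for SLA-DQB1. Both genes stayed higher at each step with each pig left out in turn. The other genes of Fig. 6C were not analysed here.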

As the number of simultaneously downregulated mRNAs was small, no significant categories were enriched for these mRNAs. In addition, we identified the DE mRNAs between adjacent time points in the late phase of development (D180 vs Y2; Figure 5A). 

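At Y2, limma called 13 mRNAs higher and 154 lower than at D180, and 308 and 10447 by the adjusted p alone. Both Y2 pigs were below both D180 pigs for 89.0% of the mRNAs and above for 3.47%, and the log2 change of all mRNAs had a median of -0.65. With median-of-ratios scaling this median was 0.01, and 55 mRNAs were higher and 10 lower. The share of higher calls was 7.78% as deposited and 84.6% with that scaling. Removal of the 10 highest mRNAs gave a median of -0.13, with 44 mRNAs higher and 25 lower, a share of 63.8%. With a pseudocount of 0.1, 56 mRNAs were higher and 708 lower. The enriched categories were not analysed here.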

One hundred sixty-four upregulated mRNAs were mainly involved in processes related to regulating muscle composition and movement, such as muscle filament sliding, sarcomeres, and myofibrils, and 488 downregulated mRNAs were related to protein binding, cellular components, platelet activation, and the hematopoietic cell lineage (Figure 5D).

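Among 5946 lncRNAs, limma called 7 higher and 13 lower at D0 to D7, 12 higher and 7 lower at D7 to D28, and 6 higher and 36 lower at D180 to Y2, in all 68 different lncRNAs. The lncRNAs have low FPKM, and the pseudocount moved these numbers: with 0.1 in place of 1, 1107 different lncRNAs were called, 89 and 72, 208 and 86, and 123 and 662 at the 3 steps. On the ratio of the mean FPKM, the fold change limit gave 1430. Same-numbered pigs are different animals, and their deviations from the age means correlated by -0.27 between D7 and D28 over the lncRNAs. That was the strongest value among the 10 pairs of ages, whose mean was -0.00256. With the pig number as a block, 6 lncRNAs were higher and 13 lower at D0 to D7, 12 and 7 at D7 to D28, and 7 and 37 at D180 to Y2. A crossed pairing, with the numbers of the D28 pigs exchanged, was chosen after seeing the data and gave 6 and 13, 12 and 7, and 7 and 37. With median-of-ratios scaling, 13 were higher and 29 lower at D0 to D7, 2 and 20 at D7 to D28, and 6 and 3 at D180 to Y2. The share of higher calls thereby went from 35.0% to 31.0%, from 63.2% to 9.09% and from 14.3% to 66.7%. With the 10 highest mRNAs removed, 13 were higher and 15 lower, 7 and 12, and 11 and 8, with shares of 46.4%, 36.8% and 57.9%.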

Our research also identified 980 DE lncRNAs in the three comparison groups (D0 vs D7, D7 vs D28, and D180 vs Y2) (Figure 6D). Among them, the expression levels of 300 adjacently located mRNAs (100 kb up- and downstream) were highly correlated with 95 DE lncRNAs (|r|>0.95 and p<0.05). 

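Table S4 lists 144 pairs of 93 lncRNAs and 141 mRNAs, and 138 pairs had both members in the tables. Some of the listed mRNAs carry symbols of noncoding RNAs, such as U6 and SNORD23. The r recomputed over the 10 libraries was above 0.95 for 74 pairs and above 0.90 for 108, with a median of 0.953. Within the suckling period 26 were above 0.95, and with median-of-ratios scaling 5.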

(Supplementary Table S4) We considered that these mRNAs may have similar structures or functions to the corresponding lncRNAs [14]. 

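TCONS_00086451 lies on chromosome 17 of Sscrofa11.1 from 52874827 to 52890259 on the minus strand, the strand of NFATC2. The NFATC2 transcript of Table S5 runs from 52743570 to 52890236, and the RefSeq gene from 52743570 to 52907373. Table S5 gives 3 exons of the lncRNA with a summed length of 16430 nt. Of these bases, 277 lie in the 11 NFATC2 exons of the same table, 16130 (98.2%) in its introns, and 23 beyond the start of its transcript. The longest lncRNA exon, from 52874827 to 52890106, covers 15280 nt. The exon from 52873726 to 52874806 lies outside the listed span of the lncRNA.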

Notably, among these lncRNA-mRNA pairs, lncRNA *TCONS-00086451* was a sense-overlapping lncRNA of *NFATC2* (Supplementary Table S5). This lncRNA-mRNA pair was continuously upregulated in the peripheral blood from D0 to D28 (Figure 6E), with a Pearson correlation coefficient of 0.98 (p = 3.12E^−07^). 

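TCONS_00086451 had 0.165 ± 0.0428 FPKM (SD, n = 2) at D0, 0.667 ± 0.0555 at D7 and 2.21 ± 0.273 at D28. Its log2 fold change was 0.52 (standard error 0.0924, adjusted p = 0.0412 from limma) at D0 to D7 and 0.95 (standard error 0.0924, adjusted p = 0.00314 from limma) at D7 to D28, both under the fold change limit. Its log2 fold changes were 0.72 and 0.78 with the 10 highest mRNAs removed, and 0.74 and 0.51 with median-of-ratios scaling. Between D7 and D28, the deviations of same-numbered pigs correlated by -0.27 over the lncRNAs, the strongest value among the pairs of ages. With the pig number as a block, the adjusted p was 0.0853 at D0 to D7 and 0.0109 at D7 to D28, and with the crossed pairing, chosen after seeing the data, it was 0.0519 at D0 to D7. Over the 10 libraries, Pearson's r with NFATC2 was 0.986 (permutation p = 4e-05, adjusted p = 1e-04) and Spearman's rho 0.915 (permutation p = 0.00064). It was 0.982 within the 6 suckling libraries (exact permutation p = 0.00694, adjusted 0.0174) and 0.970 without the 2 D180 libraries, which were farthest from the median of the lncRNA. With median-of-ratios scaling r was 0.924. These permutations exchanged libraries of different ages, so transcripts that share only a course over the ages can also pass. The r of the pigs' deviations from the age means was -0.42, a value without a test because the 5 ages give 5 differences. The second pig was the higher for both transcripts at D0, D7 and Y2, and the higher for NFATC2 alone at D28 and D180. The lncRNA overlaps NFATC2 on the same strand, with 98.2% of its exon bases in NFATC2 introns, so the split of reads between them is uncertain. Reads of the lncRNA could come from RNA of NFATC2 itself, and their r cannot be read as that of 2 separate transcripts. ATP9A (ENSSSCG00000007478), the neighbour that Table S4 also pairs with this lncRNA, had r = 0.917 (permutation p = 0.00197), and 0.0400 within the suckling period (exact permutation p = 0.944). From the sense overlap, the rise of both to D28, their correlation and published roles of NFATC2 in immune cells, the paper proposes that TCONS_00086451 may be associated with NFATC2 and may have a role in adaptive immunity. Its abstract goes further and proposes that the lncRNA may aid immune development in blood by raising NFATC2. The paper also measured both transcripts by qRT-PCR, which was not analysed here.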

NFATC2 is a transcription factor that plays a critical role in regulating lymphocyte effector differentiation. Moreover, *NFATC2* is an important factor controlling mast cell accessory function at the interface of innate and adaptive immunity [22]. Consequently, *TCONS-00086451* may be associated with *NFATC2* and appears to play a role in adaptive immune system development.

### Validation of differentially expressed genes

We selected five candidate DE genes (including *CD20*, *NFATC2*, and *TCONS-00086451*), and verified their expression patterns from our RNA-seq results via qRT-PCR. The results confirmed that the five DE genes were expressed at all five development stages (Figure 7). In addition, qPCR confirmed that the expression patterns of the five DE genes were consistent with their expression levels calculated from the RNA-seq data. These results indicate that most of the identified lncRNAs and mRNAs were truly expressed *in vivo*.

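The qRT-PCR values were not analysed here. In the RNA-seq tables, NFATC2 had 24.6 ± 0.397 FPKM (SD, n = 2) at D180 and 13.7 ± 0.602 at Y2, after its rise from D0 to D28. TCONS_00086451 had 5.48 ± 0.0549 at D180 and 2.36 ± 0.0343 at Y2. The log2 change from D180 to Y2 was -0.80 for NFATC2 and -0.95 for TCONS_00086451. With median-of-ratios scaling it was 0.04 (adjusted p = 0.828 from limma) for NFATC2 and -0.20 (adjusted p = 0.437 from limma) for TCONS_00086451. The lncRNA TCONS_00026570, on chromosome 11 from 66210464 to 66219107 on the plus strand, took another course, with 44.9 ± 3.21 FPKM at D0, 53.1 ± 1.12 at D7, 37.9 ± 4.79 at D28 and 13.6 ± 2.52 at D180. At Y2 it was listed at 0.0582 in the first pig and at 0 in the second. Its log2 change from D180 to Y2 was -3.81 (standard error 0.201, adjusted p = 0.000108 from limma), -2.45 with median-of-ratios scaling and -3.09 with the 10 highest mRNAs removed. The other genes of Fig. 7 were not analysed here.

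**Figure D2:**
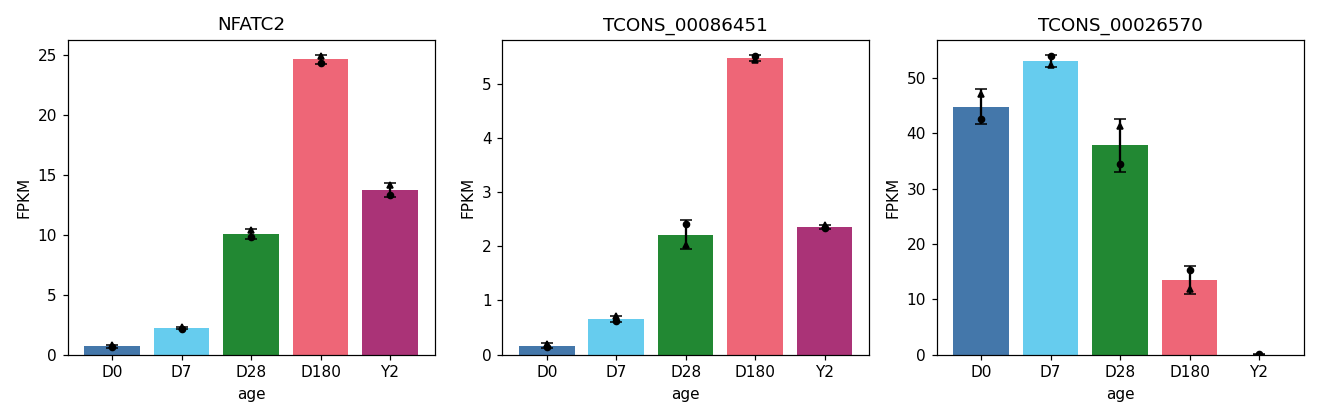
Bars give the mean FPKM of 2 pigs at each age and error bars the SD, for NFATC2, TCONS_00086451 and TCONS_00026570. Circles are the pigs numbered 1 and triangles the pigs numbered 2. NFATC2 and TCONS_00086451 are highest at D180, and TCONS_00026570 is highest at D7, at 53.9 and 52.3 FPKM.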

## DISCUSSION

Health issues are a major and prevalent problem in the swine industry, causing serious economic and welfare-related problems. The immune system plays a crucial role in disease resistance among animals. The body’s immune status can be best monitored by measuring transcript abundances in the blood [5]. The blood development process should be clarified postnatally to better regulate the immune statuses of pigs and minimize illness-associated economic losses. However, compared with the substantial research on the transcriptional profiles in many porcine tissues, limited studies have focused on analyzing the postnatal blood transcriptome in pigs. Thus, in the present study, we produced a catalog of lncRNAs and mRNAs from porcine peripheral blood at different time points from the newborn stage to adult life using RNA-seq data.

Ou r PCA analysis results showed that the five time points (D0, D7, D28, D180, and Y2) were divided into two developmental stages: the suckling period (D0, D7, and D28) and the late development phase (D180 and Y2). Time points within the same stage had similar snapshots of gene expression. Similarly, using a STEM platform to investigate how gene expression profiles change continuously over time during blood development in pigs showed that most mRNAs in the blood were expressed at low level during the suckling period but at higher levels later in development. Thus, we suggest that genes expressed during each time point within a stage should have similar underlying regulatory mechanisms. 

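Over the 12354 mRNAs, limma on the 4 late against the 6 suckling libraries called 10788 higher and 259 lower in the late period at an adjusted p of at most 0.05. With a log2 fold change of at least 1 as well, 7003 were higher and 141 lower. The log2 change of all mRNAs had a median of 1.11. With median-of-ratios scaling the median was 0.02, and 837 mRNAs were higher and 1378 lower, so that the share of higher calls was 37.8% in place of 97.7%. Removing the 10 highest mRNAs gave a median of 0.60, and 8968 mRNAs were higher and 559 lower, a share of 94.1%. The first of these scalings assumes that most mRNAs do not change. With each library left out in turn, between 10217 and 10984 mRNAs were higher and between 225 and 269 lower. The ages within a period are not replicates of each other, and only 10 splits of the 5 ages into 2 and 3 exist.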

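The summed FPKM of the 10 highest mRNAs at D180 was 0.539 times that at D0. With these 10 mRNAs left out and the rest of each library rescaled to one total, the median mRNA was 1.02 ± 0.0417 (SD, n = 2) at D0 and 3.16 ± 0.149 at D180, a ratio of 3.09 against 6.50 as deposited. With median-of-ratios scaling, which levels the median by construction, the median mRNA was 1.90 ± 0.000887 at D0 and 1.87 ± 0.0127 at D180. With that scaling, 28.4% of the mRNAs had their highest mean FPKM at D0 and 17.0% at D180. From the numbers of expressed genes and their levels, the paper proposes that most genes may be activated at 180 days.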

We also found that both the number of expressed genes and the gene expression levels in the blood peaked at 180 days among the five time points, indicating that most genes may be activated at 180 days. This can be caused by two factors: i) regulation of gene transcriptional activity and ii) relative changes in the abundances of cell populations expressing transcripts at constant levels [5]. 

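Over all pairs of a listed lncRNA with a listed mRNA, 12.5% had |r| above 0.95 over the 10 libraries.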

Time-series analysis also showed that mRNAs and lncRNAs had similar expression patterns, and most were highly correlated (|r|>0.95 and p< 0.05). Most evidence suggests that lncRNA expression can modulate and be highly correlated with neighboring mRNA expression in animal and plants [23,24]. We identified several lncRNA-mRNA pairs at overlapping loci that were highly correlated (|r|>0.95, p<0.05), such as *TCONS_00050879-PAK2*, *TCONS_00175878-TEC*, and *TCONS_00015647-Sos2*. These mRNAs were related to the T-cell-receptor signaling pathway, the lncRNAs may promote blood-based immune system development via co-regulation with these immune-related mRNAs.

Changes in the biological processes between adjacent time points during lactation revealed that the DE genes associated with inflammatory response and viral and bacterial infections were significantly upregulated in the peripheral blood after birth. This is consistent with previous reports describing that neonates have little immunological memory, which increases their vulnerability to infectious agents [25]. Notably, many immune-related genes, especially those associated with T-cells, were continuously upregulated during lactation, indicating that the adaptive immune system of the piglets was being established at this stage. These results are consistent with the findings of previous studies describing that the total percentages of γδT-cells showed significant age-related increases in the piglet blood during the first month of life [2]. For example, we found that T-cell markers (*CD4*) and toll-like receptors (*TLR3* and *TLR7*) displayed age-related changes. *CD4* was significantly upregulated at D0 to D28. *TLR3* and *TLR7* were significantly upregulated at D0 to D7. T lymphocytes and TLRs are associated with resistance to pathogenic challenges and play important roles in the mammalian immune system [26]. Age-related changes and distribution of T-cell markers and TLRs have also been reported in the duck lymphoid organs [27]. In contrast, blood immune-related function remains a relatively stable state at the late stage of development (D180 to Y2), as few DE genes were immune-related in this period. Overall, these findings suggest that the immune system matures age-dependently at the early stage of development. Therefore, sufficient levels of proteins or amino acids should be supplied in the feed to ensure highly efficient antibody production.

Recent reports have revealed that many immune-related lncRNAs are located near or overlap with immune-responsible protein-coding genes such as interleukin 1b-regions of bidirectional transcription 46 [28] and *lnc-IL7R* [29]. These lncRNAs control their adjacent protein-coding genes via *cis*- or *trans*-acting mechanisms. Here, our results also indicate that DE lncRNA might co-regulate the normal development of blood-based immunity with immune-responsible mRNAs as the lncRNA-mRNA pairs (*TCON_S00086451-NFATC2*) show. The mRNAs overlap of the corresponding lncRNAs. However, the detailed regulatory mechanisms of the mRNA and lncRNA interaction remains unclear and further research is needed to elucidate this relationship.

Here, we produced an extensive resource for lncRNAs and mRNAs expressed in porcine peripheral blood at five developmental stages and predicted that several lncRNAs and mRNAs have functional effects. Our results, from a combined analysis of mRNA functional enrichment and lncRNA functional prediction, suggest that lncRNAs might regulate blood-based immune system development by co-regulation with mRNAs.

## Figures and Tables

**Figure 1:**
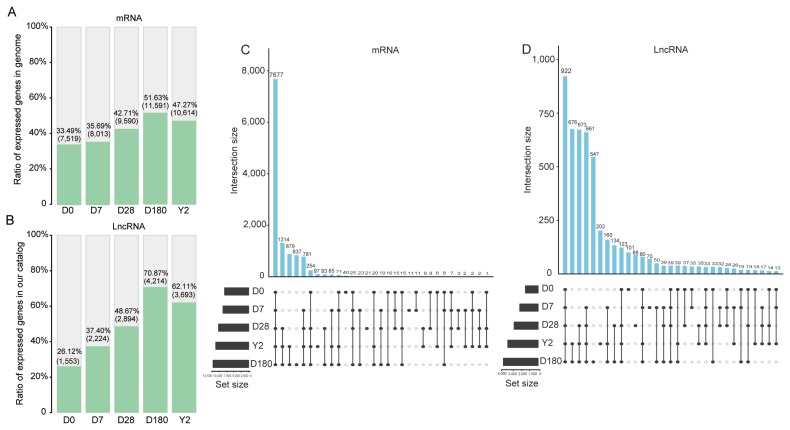
Gene expression characteristics at each time point. (A) Ratio of mRNAs expressed at the five time points in the genome. (B) Ratio of lncRNAs expressed at the five time points in our catalog. UpSet plot of the intersection of (C) mRNAs and (D) lncRNAs expressed at the five time points. lncRNAs, long noncoding RNA.

**Figure 2:**
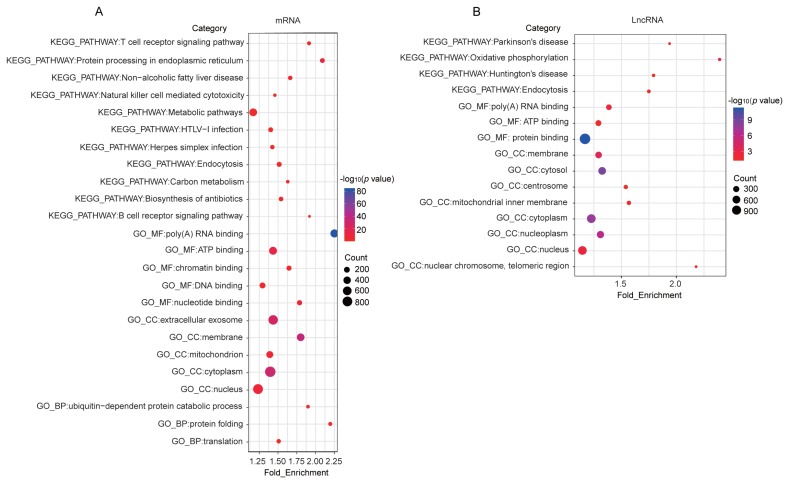
Functional categories of the commonly expressed genes identified in all five time points. The main enriched categories for (A) mRNAs and (B) long noncoding RNA (lncRNAs) commonly expressed in the five developmental time points. The function enrichment analysis of the genes was performed using DAVID and the listed terms were with Benjamini-corrected p value<0.05.

**Figure 3:**
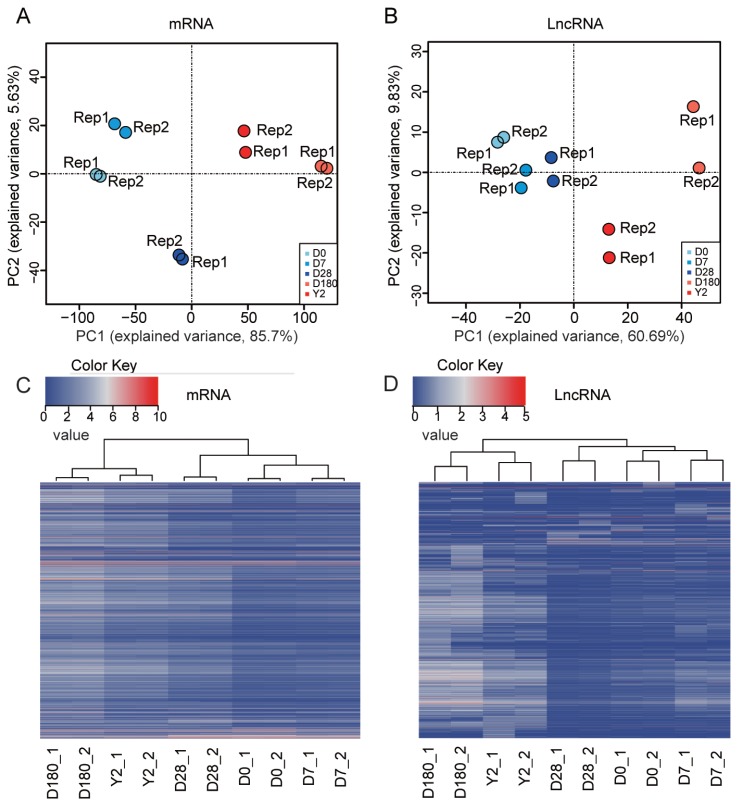
Global gene expression profiles of porcine peripheral blood during development. Principal component analysis (PCA) plot of (A) mRNAs and (B) lncRNAs performed based on log2-transformed fragments per kilobase of transcript per million mapped reads (FPKM) values. The FPKM value of mRNA and lncRNA were transformed by log_2_ (FPKM+1). lncRNAs, long noncoding RNA. This information was used to draw heatmaps with hierarchical clustering. Heatmaps for hierarchical clustering (C: mRNA, D: lncRNA).

**Figure 4:**
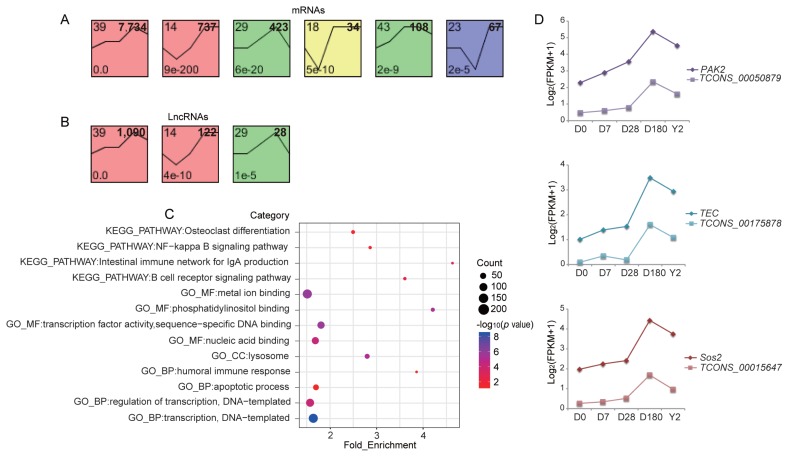
Expression patterns of the time-series modules and the lncRNA-mRNA pairs. STEM identified the temporal expression profiles of (A) mRNAs and (B) lncRNAs with p<0.05. The profile number in the top left corner of each profile box was assigned by STEM, the number in the bottom left represents the adjusted p value, and the number in the top right corner represents the cardinality of each cluster. (C) Functional categories (Benjamini-corrected p value<0.05) of mRNAs with the value of the fold change in the top 20% between D0 to D28 and D180 to Y2. (D) Dynamic expression profiles of mRNAs associated with the T-cell-receptor signaling pathway and the corresponding lncRNAs. lncRNAs, long noncoding RNA. D0, just after birth; D7, 7 days old; D28, 28 days old; D180, 180 days old; Y2, 2 years old.

**Figure 5:**
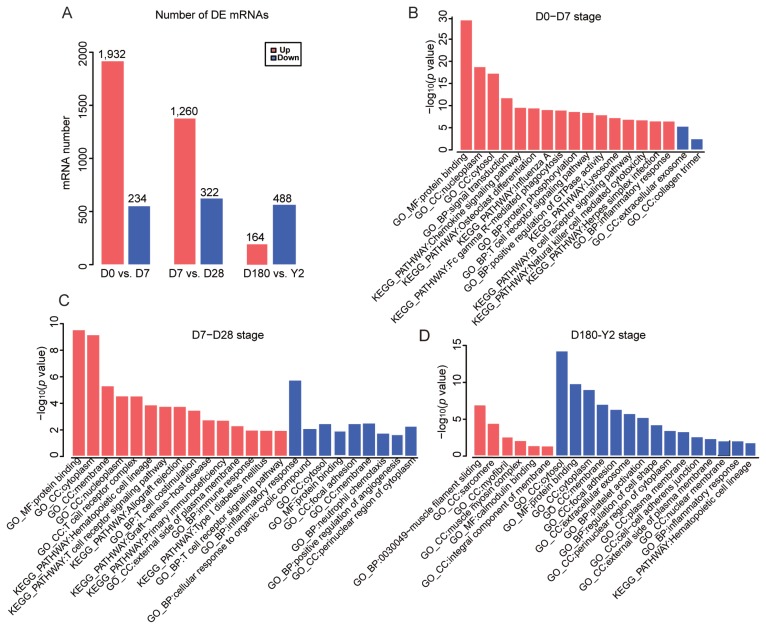
The number and functional enrichment analysis of the differentially expressed (DE) mRNAs (A) Numbers of DE upregulated (red) and DE downregulated (blue) mRNAs in porcine peripheral blood between adjacent time points in the suckling period (D0 vs D7, and D7 vs D28) and the late phase of development (D180 vs Y2). The main enriched categories (Benjamini-corrected p value<0.05 for DE upregulated (red) and downregulated (blue) mRNAs at (B) D0 to D7, (C) D7 to D28, and (D) D180 to 2Y. D0, just after birth; D7, 7 days old; D28, 28 days old; D180, 180 days old; Y2, 2 years old.

**Figure 6:**
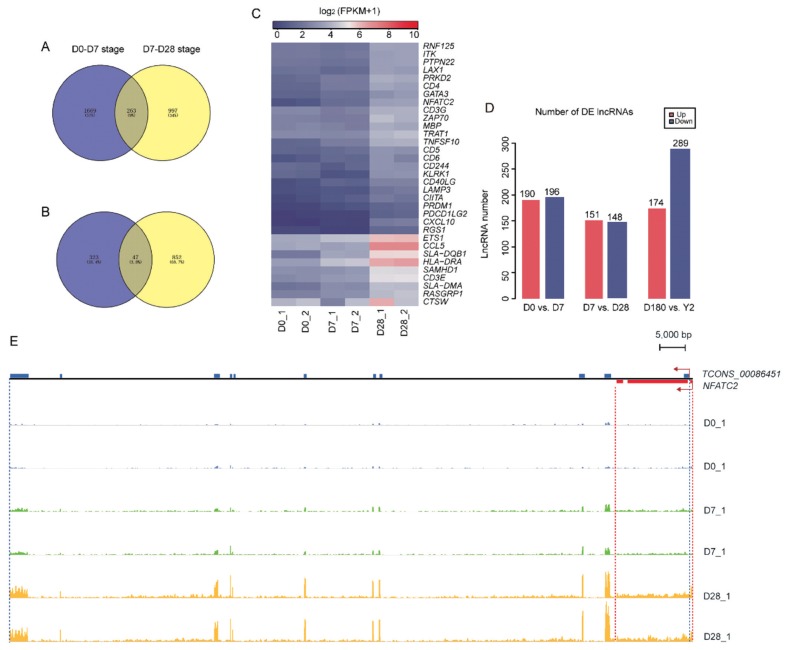
The number of DE lncRNAs and the loci and expression abundance of *TCONS_00086451* and *NFATC2*. Venn diagram of simultaneously (A) upregulated and (B) downregulated mRNAs at D0 to D7 and D7 to D28 stages. (C) Heatmap of continuously upregulated immune-related DE genes at D0 to D28. (D) Numbers of DE upregulated (red) and DE downregulated (blue) mRNAs between adjacent time points in the suckling period (D0 vs D7, and D7 vs D28) and the late phase of development (D180 vs Y2). (E) Loci and expression levels of *TCONS_00086451* and *NFATC2* read abundance which was generated by integrative genomics viewer (IGV) v.2.4.10 [30]. The blue rectangles represent exons of *TCONS_00086451* and the red rectangles represent exons of *NFATC2*. *NFATC2*, nuclear factor of activated T-cells cytoplasmic 2. D0, just after birth; D7, 7 days old; D28, 28 days old; D180, 180 days old; Y2, 2 years old.

**Figure 7:**
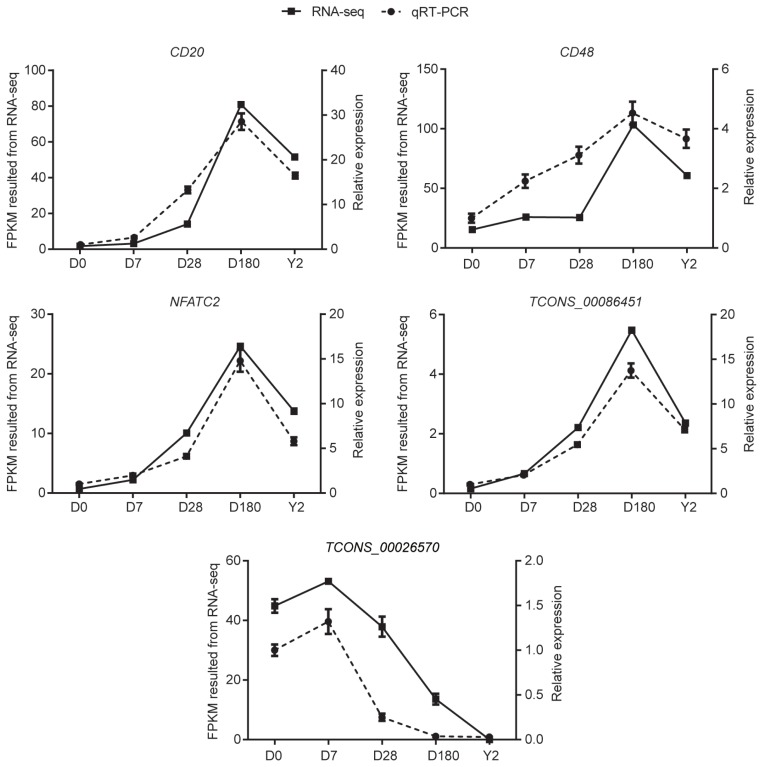
Verification of differentially expressed genes. Validation of three differentially expressed mRNAs (*CD20*, *CD48*, and *NFATC2*) and two differentially expressed lncRNAs (*TCONS_00026570* and *TCONS_00086451*) by qRT-PCR. Data are the mean±standard error of the mean. *NFATC2*, nuclear factor of activated T-cells cytoplasmic 2; qRT-PCR, quantitative real-time polymerase chain reaction.

**Table 1:** Summary of data information

Sample name	Raw data (Gb)	Clean data (Gb)	Proportion of Q30 (%)	Raw reads	Clean reads	Clean ratio (%)	Map ratio (%)
D0_1	12.40	12.07	94.36	82,688,220	80,500,754	97.35	97.84
D0_2	13.46	12.97	93.22	89,797,096	86,494,186	96.32	97.49
D7_1	12.54	12.10	92.61	83,659,704	80,673,656	96.43	97.46
D7_2	12.63	12.29	94.16	84,205,842	81,965,386	97.34	96.85
D28_1	12.84	12.53	94.11	85,610,972	83,557,454	97.6	97.15
D28_2	13.52	12.98	92.94	90,134,910	86,577,838	96.05	96.71
D180_1	12.55	12.25	94.1	83,723,906	81,707,884	97.59	94.99
D180_2	12.98	12.64	92.75	86,540,692	84,273,212	97.38	94.56
Y2_1	12.59	12.06	94.74	83,984,532	80,461,134	95.8	95.98
Y2_2	13.12	12.73	94.57	87,485,840	84,869,688	97.01	95.91

# Supplementary material for: Temporal expression profiling of long noncoding RNA and mRNA in the peripheral blood during porcine development
**Source:** Asian-Australas J Anim Sci. 2019 Aug 3;33(5):836–47. doi: 10.5713/ajas.19.0313
**Supplement:** Supplementary file 1

1 **Table 1.** Summary of data information

2

3

4 **Supplemental Table 1.** Primer sequences of the q-PCR experiments

5 \* Represents internal control genes

**Supplemental Table 2.** LncRNA–mRNA pairs with highly related ( $|r|>0.95$ ,  $p<0.05$ ) expression levels and overlapped loci (0 kb).

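Table S2 pairs each lncRNA with the mRNA it overlaps and gives the Pearson's r of the pair, a distance of 0 and the mRNA's identifier and symbol. The r recomputed from FPKM over the 10 libraries differed from the listed r by a median of 0.0130, and by more than 0.1 for 1 pair, TCONS_00002771 with FIG4 (ENSSSCG00000004405), with a recomputed r of 0.851. Members of different pairs also correlated: of the non-partners among the same lncRNAs and mRNAs, 79.2% had an r above 0.95, against 89.4% of the listed pairs.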

**Supplemental Table 3.** The immune-related DE mRNAs simultaneously up-regulated during D0-D28

**Supplemental Table 4.** Information of DE lncRNAs and their highly correlated mRNAs.

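Table S4 pairs differentially expressed lncRNAs with mRNAs within 100 kb, with the Pearson's r of the pair and the distance in nt. Of its pairs, 39 overlap, and the largest distance is 94828 nt. The r recomputed over the 10 libraries differed from the listed r by a median of 0.0261 and by more than 0.1 for 19 pairs. It was negative for 2, TCONS_00113954 with ENSSSCG00000034019 and TCONS_00153456 with ENSSSCG00000039465.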

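Table S5 gives the exons of the lncRNA and of 1 NFATC2 transcript, both on the minus strand of chromosome 17, so the transcripts start at their highest position. The lncRNA starts at 52890259 and NFATC2 at 52890236. The first NFATC2 exon, from 52889876 to 52890236, overlaps the lncRNA exons that end at 52890106 and start at 52890191. The last NFATC2 exon, from 52743570 to 52748034, is 4465 nt long.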

**Supplemental Table 5.** Loci information of the lncRNA-mRNA pair.

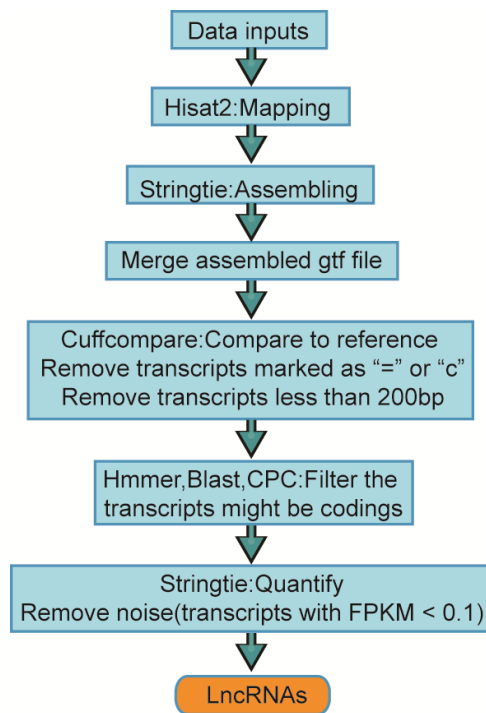

**Supplemental Figure S1.** LncRNA identification strategy.

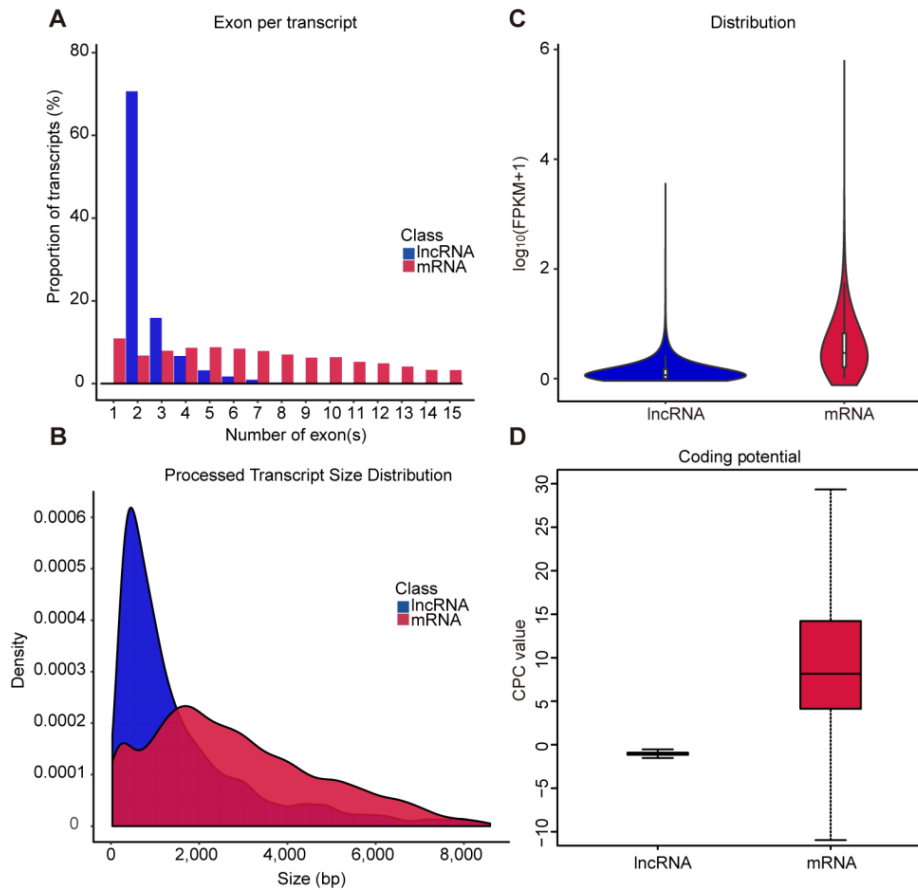

**Supplemental Figure S2.** Comparison of mRNA and lncRNA characteristics. (A) Exon number, (B) transcripts length, (C) expression level FPKM value transformed by  $\log_{10}(\text{FPKM}+1)$ , and (D) coding potential (CPC (coding potential calculator) was used to calculated CPC value ).

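Supplemental Figure S2 sets lncRNAs against mRNAs for exon number, transcript length, FPKM and the score of a coding potential calculator, which rates how likely a sequence is to encode a protein. The lncRNAs come from an assembly of all libraries from which transcripts matching the annotation, transcripts up to 200 nt and transcripts with coding potential were removed.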

How the deposited data were processed for this re-analysis (not part of the article)

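Blood RNA of 10 female Qingyu pigs was measured, 2 pigs at each of 5 ages (D0, D7, D28, D180 and Y2), with 1 library per pig. Ages and pig numbers were taken from the sample labels and the paper, and all 10 libraries were mapped. D0, D7 and D28 form the suckling period with 6 libraries and D180 and Y2 the late period with 4, as in the paper.

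The authors aligned the reads with Hisat2 to Sscrofa11.1 and deposited FPKM values, made with StringTie for mRNAs and with the Cufflinks programs for lncRNAs assembled from the same reads. FPKM is scaled to the mapped reads of each library and to transcript length, and no further scaling between libraries was found in the values. The deposited tables hold 12354 mRNAs, each above 0.5 FPKM in at least 1 library, and 5946 lncRNAs, each above 0.1 FPKM in at least 1 library. The positions of the lncRNAs are from the authors' assembly. Every column of per-sample values was used. Depth is known per library from Table 1, 80461134 to 86577838 clean reads, and is unknown per value. The number of pigs limits the precision of every mean.

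The mRNA table pairs no identifier with a symbol. Symbols came from the 255 pairs of identifiers and symbols in Tables S2 and S4, of which 249 were in the mRNA table, and gene positions from RefSeq on the same build. The rule for named genes allowed every mRNA and lncRNA that the paper names where the tables list it, and, at each step, the 2 mRNAs that rose and the 2 that fell most, if the deposited tables themselves gave them a symbol. This last part named no gene, because the deposited tables list mRNAs by identifier alone, and symbols from Tables S2 and S4 were used only for genes that the paper names. CD20, BLNK, CD48, CD4, TLR3, TLR7, CD5, CD6 and RASGRP1 were not analysed here. The lists of cell type markers written before the data were examined were not used here for the same reason.

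An mRNA or lncRNA was counted as expressed at an age when at least 1 of its 2 pigs passed the FPKM limit of the paper. Principal components were computed on centred log2(FPKM + 1) values. Libraries were clustered by average linkage on 1 minus Pearson's r. STEM was not run here. Its assignment was rebuilt with 50 model profiles of at most 2 units per step on the change of log2(FPKM + 1) from D0, for rows with a change of at least 1, and the expected numbers came from the 120 orders of the ages. The binomial test of each number treats the rows as independent, although they share the same libraries. Correlations were computed on FPKM over the 10 libraries, with two-sided permutation tests of 100000 resamples, and with exact permutation tests over the 6 suckling libraries. Both exchanged libraries of different ages, and so test only against no shared course over the ages. Benjamini-Hochberg adjustment covered the 5 named pairs.

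Differences between ages were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with all 5 ages in the fit, a mean-variance trend and Benjamini-Hochberg adjustment over the rows of a table. Calls had an adjusted p of at most 0.05 and a log2 fold change of at least 1.5 either way, the limits of the paper. The paper's text does not name the test used for mRNAs. The 4 libraries of the late period were compared with the 6 of the suckling period by limma with 2 groups in the fit, which treats the ages of a period as replicates, at an adjusted p of at most 0.05. Numbers with a log2 fold change of at least 1 as well are given separately, and the fit with 5 ages was an alternative. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

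The limma fit, the profile assignment and the permutation test of a correlation were tested on simulated data. With 200 changed rows, limma recovered 196 among 12354 simulated mRNAs with 0 false calls, and 187 among 5946 simulated lncRNAs with 1 false call. The changes were larger than the fold change limit, and none was put in the rows of lowest mean. They took no account of the floor at 0 FPKM, so the recovery does not carry over to lncRNAs of low FPKM. The profile assignment recovered 99.7% of 12000 simulated genes. Of 100 unrelated pairs the permutation test called 4%, and of 100 related pairs 99%. The simulated pairs had no course over the ages, so the 4% does not hold for unrelated rows that share such a course.

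The alternatives chosen before the data were examined were a pseudocount of 0.1, other rules and limits for expressed rows, fits with only the ages compared or with the pig number as a block, limma without the trend, a fold change limit on the ratio of the mean FPKM, and each pig left out in turn. Besides these there were 2 other scalings. Median-of-ratios scaling divides each library by the median ratio of its mRNAs to their geometric means, over the 11527 mRNAs above 0 in every library, and it assumes that most mRNAs do not change. The other scaling removes the 10 mRNAs with the highest mean FPKM and rescales the rest of each library to one total. A filter on low FPKM against none could not be compared, because the tables start at the paper's limits. After seeing the data, a filter of at least 1 FPKM in at least 2 libraries, the removal of 100 mRNAs and a crossed pairing of the pigs, with the numbers at D28 exchanged, were added. Pig numbers come from the sample labels, and same-numbered pigs of different ages are different animals.

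Functional enrichment was not analysed here. The qRT-PCR values, exon numbers, coding potentials and the number of lncRNA-mRNA pairs within 100 kb were not analysed here either.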

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

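The tests of this part were chosen after the result was seen. The summed lncRNA FPKM of the second D28 pig was 9669.9, far from the other libraries of the suckling period, which ranged from 2536 to 4985. Of 38 groups of 4 or 6 libraries examined in this way, 1 stood out, where chance gives about 1.9. The difference came with a few rows: TCONS_00193537, on an unplaced scaffold from 49028 to 49354, had 3264 FPKM in this pig, 661 in the other D28 pig and between 5.99 and 1273 over the 9 libraries of the other pigs, that pig included. Its scaffold holds 29 lncRNAs, 9 of the 10 with the highest mean FPKM, and 75.4% of the lncRNA FPKM of this pig against 49.6% in the other D28 pig. With the 10 lncRNAs of the highest mean FPKM left out, the pig was still the highest of the suckling period, at 3292 against 2579 for the other D28 pig, but its gap to the next was 0.435 of the range, which no longer sets it apart. Sequencing depth was 1.04 times that of the other D28 pig, too small a difference for this gap. A few abundant lncRNAs on 1 scaffold are therefore a candidate explanation. Both pigs have the same age, so the design gives no biological explanation to test.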

How the results depend on the processing

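Leaving out each pig in turn kept 196 of 200 main values within the bounds set for them, and all 156 values of single genes, other ages and fold changes without a test. Some values of both groups could not change. The number expressed at an age stays the same when a pig of another age is left out. The limma calls at single steps are not among these values, since their test was not repeated without a pig. The 4 exceptions were values of the share of pairs above 0.95, which was 57.9% with all libraries and from 49.1% to 67.2% across the 10 fits that each left out one library. The bound for this share was the SD over the same 10 fits. Between 10217 and 10984 mRNAs were higher in the late period and between 225 and 269 lower across such fits, and the largest profile held between 6560 and 6959 mRNAs. Under the other alternatives, 167 main values stayed within bounds, 114 moved, 5 were weaker and 3 were reversed. For single genes and other ages, 80 values stayed within bounds, 5 moved, and 4 passed an adjusted p of 0.05 no longer. The causes of the changes below were not tested, apart from those under Other observations.

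With median-of-ratios scaling, the largest profile held 38 mRNAs and 13 lncRNAs in place of 6838 and 1244, and all profiles that rise to D180 and then fall held 55 and 25 in place of 7215 and 1359. The late period had 837 mRNAs higher and 1378 lower in place of 10788 and 259, a share of higher calls of 37.8% in place of 97.7%. With a log2 fold change of at least 1, 58 were higher and 697 lower in place of 7003 and 141. From D0 to D7, 71 mRNAs were higher and 116 lower in place of 56 and 55. From D7 to D28, 58 were higher and 225 lower in place of 249 and 47, and from D180 to Y2 55 were higher and 10 lower in place of 13 and 154. At both suckling steps 1 was higher and 5 lower in place of 12 and 1. For lncRNAs the numbers were 13 and 29 in place of 7 and 13, 2 and 20 in place of 12 and 7, and 6 and 3 in place of 6 and 36. The first component held 59.5% of the mRNA variance and 34.3% of the lncRNA variance in place of 85.7% and 60.7%. The share of pairs above 0.95 was 0.107%, r of SOS2 with TCONS_00015647 was 0.312 in place of 0.970, and r of ATP9A with TCONS_00086451 was reversed, at -0.463. The median log2 change of all mRNAs moved from 0.46 to 0.02 at D7 to D28, from -0.65 to 0.01 at D180 to Y2 and from 1.11 to 0.02 between the periods, and that of all lncRNAs from -0.30 to -0.02 at D180 to Y2.

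With the 10 highest mRNAs removed, the largest profile held 1995 mRNAs and 380 lncRNAs, and all profiles that rise to D180 and then fall 2088 and 411. In the late period 8968 mRNAs were higher and 559 lower, or 1941 and 270 with a log2 fold change of at least 1, and the median log2 change between the periods was 0.60. The shares of higher calls were 94.1% and 87.8%. At the 3 steps 120 mRNAs were higher and 31 lower, 118 and 94, and 44 and 25, and the lncRNAs were 13 and 15, 7 and 12, and 11 and 8.

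With a pseudocount of 0.1, the mRNAs at the 3 steps were 276 higher and 139 lower, 1269 and 168, and 56 and 708, and those at both suckling steps 34 and 2. The lncRNAs were 89 and 72, 208 and 86, and 123 and 662, in all 1107 in place of 68, and at both suckling steps 3 and 2 in place of 0 and 0. At an unadjusted p under 0.05, the last of these were 1 and 0 with a pseudocount of 1. The first component held 82.4% and 57.0% of the variance of mRNAs and lncRNAs, the mean r of the 2 pigs of an age was 0.978 and 0.737 in place of 0.989 and 0.781, and the mRNA cluster of D180 held 6 libraries in place of 4. The largest lncRNA profile held 2348 lncRNAs, and all lncRNA profiles that rise to D180 and then fall 2928.

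The fold change limit on the ratio of the mean FPKM gave 362 mRNAs higher and 164 lower, 1922 and 223, and 73 and 967 at the 3 steps, and 42 and 5 at both suckling steps. It gave 47 and 48, 167 and 54, and 148 and 1073 lncRNAs, in all 1430, and 1 and 1 at both suckling steps. With only the 2 ages compared in the fit, 3 lncRNAs were higher and 6 lower, 0 and 2, and 7 and 23, in all 39, and at D7 to D28 an unadjusted p under 0.05 gave 14 and 8. The mRNA numbers of that fit stayed within 1.5 times, at 58 and 56, 248 and 47, and 13 and 153.

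With the pig number as a block, 56 mRNAs were higher and 55 lower, 249 and 47, and 13 and 155 at the 3 steps, and 10706 were higher and 244 lower in the late period. Same-numbered pigs are different animals, and their deviations from the age means correlated by -0.00149 on average over the pairs of ages for mRNAs, from -0.0819 to 0.0775. For lncRNAs the mean was -0.00256, from -0.271 for D7 and D28 to 0.146 for D0 and Y2. D7 was also negative with D180 and Y2, at -0.134 and -0.122, and positive with D0, at 0.0760. D28 was positive with D0, D180 and Y2, at 0.0268, 0.0978 and 0.109. A pairing with the D7 pigs exchanged was not run. The lncRNA numbers with the block were 6 and 13, 12 and 7, and 7 and 37, and a crossed pairing with the D28 pigs exchanged, chosen after seeing the data, gave the same numbers of lncRNAs. The log2 fold change of TCONS_00086451, 0.52 at D0 to D7 and 0.95 at D7 to D28, had a limma adjusted p above 0.05 in 3 of its alternatives at the first step and 1 at the second, with a range from 0.00506 to 0.174 and from 0.00141 to 0.113. The fold changes of NFATC2 and SLA-DQB1 at both suckling steps and of TCONS_00026570 at D180 to Y2 kept a limma adjusted p under 0.05 in the alternatives with a test. Other steps of named genes did not all do so: NFATC2 at D180 to Y2 had an adjusted p of 3.07e-05, and 0.828 with median-of-ratios scaling, with a range from 2.47e-05 to 0.828.

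Requiring both pigs above the limit gave 1553 lncRNAs at D0 and 922 at all 5 ages in place of 2868 and 1852. A limit of 1 FPKM gave 212 at D0, 2206 at D180 in place of 5068, and 65 at all 5 ages. Scaling rows to unit variance gave first components of 82.0% and 56.8%. Spearman's correlation gave a mean r of the 2 pigs of an age of 0.981 for mRNAs and 0.701 for lncRNAs, and Euclidean distances with complete linkage an mRNA cluster of D180 with 2 libraries. Counting every row with its highest mean at D180 gave 11162 mRNAs and 4031 lncRNAs, for the largest profile and for all rising profiles alike, and no minimum change gave 2550 and 3328 lncRNAs. With 5 ages in the fit, 453 mRNAs were lower in the late period. The filter of at least 1 FPKM in at least 2 libraries, chosen after seeing the data, gave 11 lncRNAs higher at D0 to D7.

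Over the 6 suckling libraries, r was 0.447 for TEC, 0.758 for SOS2 and 0.0400 for ATP9A with their lncRNAs, and the share of pairs above 0.95 was 11.4%. With the 2 farthest libraries left out, r for ATP9A was 0.524 and the share 22.1%. On deviations from the age means, r was 0.876 for PAK2, -0.373 for TEC, 0.449 for SOS2, -0.421 for NFATC2, so that TEC and NFATC2 were reversed, and 0.452 for ATP9A, values without a test, and the share was 2.16%. The share was 41.2% on the log2 scale and 30.3% with Spearman's rho.

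No alternative for CD20 and BLNK was run, because these genes were not analysed here, and the absence of a filter could not be tried. The depth per value is unknown, and most lncRNAs lie under 1 FPKM, where the pseudocount sets the size of a log2 change.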

Differences from the paper's values

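Of the lncRNAs, 1852 were expressed at all 5 ages, against the paper's 922. When both pigs had to pass the limit, the number was 922, and none of the other alternatives set before the data were examined closed the gap. At D0 and D7, 2868 and 3639 lncRNAs were expressed, against about 1600 and about 2200 in Fig. 1B, read by eye. With both pigs required the numbers were 1553 and 2224, and with the mean of the 2 pigs, 2333 and 3096, or with either pig of the age left out, they came within 1.5 times. None of the others set before the data were examined brought them within 1.5 times. For mRNAs at all 5 ages the number was 7677 with 1 pig sufficient, the paper's value, and 6999 with both required. The lncRNAs expressed at all 5 ages had 4866 protein-coding neighbours in RefSeq, against the paper's 2773, and 2646 with both pigs required.

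Pearson's r was 0.987 for PAK2 and 0.992 for TEC, against the paper's 0.97 and 0.98. On the log2(FPKM + 1) scale r was 0.965 and 0.980, with the 2 farthest libraries left out 0.975 and 0.982, and for TEC without the first D180 pig 0.988, all within 0.01 of the paper's values. The other alternatives were not within 0.01. ATP9A with TCONS_00086451 had r = 0.917, against the paper's 0.98602 in Table S4, and none of the alternatives set before the data were examined closed the gap.

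Higher mRNAs at D0 to D7 numbered 56, against the paper's 1932, and none of the alternatives set before the data were examined closed the gap. Lower mRNAs numbered 55, against the paper's 234, and the fold change limit on the ratio of the mean FPKM gave 164, within 1.5 times. At D7 to D28, 249 mRNAs were higher, against the paper's 1260, and a pseudocount of 0.1 gave 1269. In the same step 47 were lower, against the paper's 322, and median-of-ratios scaling gave 225 and the ratio of the mean FPKM 223. At D180 to Y2, 13 were higher, against 164 in the paper's text and about 160 in Fig. 5A, read by eye. No alternative set before the data were examined closed the gap. There 154 were lower, against the paper's 488, and a pseudocount of 0.1 gave 708. At both suckling steps 12 mRNAs were higher and 1 lower, against the paper's 263 and 47, which no alternative set before the data were examined reached. Alternatives not named for a number did not close its gap.

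For lncRNAs, D0 to D7 gave 7 higher and 13 lower, against about 190 and about 200 in Fig. 6D, read by eye, and no alternative set before the data were examined closed either gap. D7 to D28 gave 12 higher and 7 lower, against about 150 and about 150. A pseudocount of 0.1 gave 208 higher and the ratio of the mean FPKM 167, within 1.5 times, and no alternative closed the gap of the lower ones. D180 to Y2 gave 6 higher and 36 lower, against about 170 and about 290. A pseudocount of 0.1 gave 123 higher and the ratio of the mean FPKM 148, and no alternative closed the gap of the lower ones. Over the 3 steps 68 lncRNAs were called, against the paper's 980, and 1107 with a pseudocount of 0.1 and 1430 on the ratio of the mean FPKM were within 1.5 times.

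The paper gives more profiles past its limit for mRNAs than the 4 found here. For lncRNAs it describes courses that rise to D180 and a course that falls to D7 and then rises. Of the 3 found here, 1 rose to D180, 1 fell to D7 and then rose, and 1 fell at D180, a course the paper does not describe. That course held 15 lncRNAs, and its binomial test treats lncRNAs as independent. Fig. 6C shows NFATC2 among the differentially expressed genes continuously upregulated from D0 to D28. Here it rose at both steps, but its log2 fold change of 0.93 at D0 to D7 was under 1.5, and it was 1.55 with a pseudocount of 0.1 and 1.68 as the log2 ratio of the mean FPKM. SLA-DQB1, also in Fig. 6C, had 1.42 at D0 to D7, 1.63 with a pseudocount of 0.1, 1.72 with the 10 highest mRNAs removed and 1.66 as the log2 ratio of the mean FPKM. TCONS_00086451 had 0.52 and 0.95 at the 2 suckling steps, 1.54 and 1.59 with a pseudocount of 0.1, and 2.02 and 1.73 as the log2 ratio of the mean FPKM. The adjusted p from limma was under 0.05 for each of these with either pseudocount. NFATC2 and ATP9A were not assigned to the largest profile here, although Table S2 lists NFATC2 among pairs of that profile. The listed r of Table S4 differed by more than 0.1 from the recomputed r for 19 of 138 pairs, and 74 of them were above 0.95. In Table S2, 178 of 199 pairs were above 0.95. TCONS_00015647, listed at a distance of 0 from SOS2, lies outside the RefSeq span of that gene. The Ensembl span, which may be longer, was not compared here. Table S4 holds 144 pairs of 93 lncRNAs and 141 mRNAs, fewer than the paper's text gives.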

Other observations

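The tests on the 10 highest mRNAs, on the 2 exchanging mRNAs and on the short lncRNAs were chosen after the result was seen.

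The number of expressed mRNAs and the median FPKM were higher at D180 than at D0, the median by 6.50 times. Sequencing depth does not account for it, since the clean reads at D180 were 0.994 times those at D0. A few mRNAs taking most of the FPKM are a candidate explanation. The 10 mRNAs with the highest mean held 89.3% of the FPKM at D0 and 68.2% at D180. With them left out, the median at D180 was 3.09 times that at D0, so 60.3% of the rise on the log2 scale was left, and with 100 left out, a number chosen after seeing the data, it was 2.09 times. This removes part of the rise, and whether the rest is biological cannot be told apart from a wider shift in composition. Median-of-ratios scaling gave 0.983 times, but it assumes that most mRNAs do not change and so levels the median by construction. The age of the pigs is the biological explanation that the design gives, and FPKM alone cannot separate it from composition. The 2 mRNAs with the highest mean FPKM, ENSSSCG00000014725 and ENSSSCG00000007978, fell from 472064 and 235098 FPKM at D0 to 122445 and 117664 at D180, and ENSSSCG00000019556 rose from 20372.5 to 162336. These identifiers were chosen after their values were seen, and the tables do not pair them with symbols.

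Of the lncRNA-mRNA pairs of the largest profile, 57.9% correlated above 0.95. After median-of-ratios scaling 0.107% did, which is consistent with a library-wide shift shared by all rows. Because the scaling assumes that most mRNAs do not change, a true rise of nearly all genes would give the same value, and the test cannot separate the 2.

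The lncRNAs and the mRNAs they overlap in Table S2 were compared with 10000 random re-pairings of the same rows. The median r of deviations from the age means was 0.0568 in the listed pairs and 0.0926 in the median re-pairing, and a share of 0.790 of the re-pairings had one as high. The listed pairs are thus not closer within ages than non-partners, which is consistent with a shared age trend alone. With 2 pigs per age these deviations rest on 5 differences.

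For the mRNAs higher or lower in the late period, 1 of 100 splits of the 10 libraries into 4 and 6, drawn from 210 and with the real one included, gave as many calls as the real 11047. The other splits drawn gave a median of 0 calls and at most 9388. Pigs of one age stay together in the real split, so that it parts same-numbered pigs in the same way for both numbers, which most other splits do not. Of the 10 splits that keep the ages whole, 1, the real one, gave as many, with at most 9917 in the others. That share cannot fall under 0.1, so the ages alone cannot show that the periods differ beyond any other grouping of the ages.

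A pair of mRNAs, ENSSSCG00000034995 and ENSSSCG00000038379, chosen after their values were seen, exchanged between almost 0 and high FPKM. The first had 112857 and 123713 FPKM in the D0 pigs, 0 and 0.0145 in the D7 pigs, and 99987 and 0 in the Y2 pigs, while the second had 34457 and 31601 in the D7 pigs and 18587 in the second Y2 pig. In each of the 10 libraries exactly 1 of them was above 1 FPKM. Reads shared between near-identical copies could give this pattern, but the pair was picked for it, so the test cannot tell that explanation from another. The 2 Y2 pigs have the same age and differ, so age does not account for it. Of all mRNAs, 15 were at 0 in a library and above 10 FPKM in another.

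On chromosome Y, 17 lncRNAs had FPKM above 0.1 in some library although all pigs were female, with a highest value of 3.76 FPKM for TCONS_00204646, from 7160449 to 7164074. Reads from sequence shared with chromosome X are a candidate explanation. Within 100 kb of these lncRNAs, 0 of 17 lay near a RefSeq gene on Y with a namesake on X, but most of the 137 RefSeq genes on Y have a number for a name, so the test cannot tell. The design gives no biological explanation to test here.

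A span under 200 nt was listed for 1233 lncRNAs, although the paper kept transcripts longer than 200 nt. A candidate explanation is that the listed positions cover part of the transcript. At the 1 lncRNA whose exons the paper gives, TCONS_00086451, 1 exon lies outside the listed positions, and 1 lncRNA cannot tell this for the others. No biological explanation was tested.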
